A study of Arabidopsis thaliana with 6 samples. Its data were reported in "Loss of linker histone H1 in the maternal genome influences DEMETER-mediated demethylation and affects the endosperm DNA methylation landscape" (2022).

How the data were processed

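Cytosine methylation was measured by bisulfite sequencing of DNA from sorted nuclei of F1 embryos and endosperms 8 days after a cross of *h1* triple mutant mothers with L*er* fathers, with 3 libraries of each tissue made with the Accel-NGS Methyl-Seq kit. The deposited files give, for each library and each of the contexts CG, CHG and CHH, the methylated fraction of calls in windows of 50 bp with the numbers of methylated and unmethylated calls, and the authors had mapped the reads to TAIR10. The mapping tool is not given in the sources used here. The fraction was checked against the calls in all 18 files, and all levels here were computed from the calls and are given in percent. The ends of chromosomes 1 to 5 and of the chloroplast were checked against TAIR10, and the gene annotation is that of TAIR 10. The father's strain is not the reference strain, and effects of its sequence variants on the calls were not tested. The endosperm holds a larger maternal share of the genome than the embryo. A methylation difference between the parental genomes would therefore also appear as a difference between tissues, and this was not tested.

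Libraries were grouped by tissue from the labels. The tests used embryo replicates 1, 2 and 3 and endosperm replicates 1 and 2. Endosperm replicate 3 was left out because the study left it out for incomplete conversion, and all 6 libraries were used as an alternative. The median number of CG calls per window was 15, 42 and 18 in embryo replicates 1 to 3 and 27, 50 and 36 in endosperm replicates 1 to 3, so that single windows carry a wide counting error and features were summed. Wild-type crosses were not used here, so an effect of the loss of H1 itself was not tested.

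Whole-genome levels were methylated calls over all calls of chromosomes 1 to 5 and were compared with an exact two-sided permutation test. CG DMRs were called with the criteria of the study: reads of a tissue pooled, Fisher's exact test per window with a difference of at least 0.3 and p under 0.001, windows within 300 bp merged, and regions kept with a difference over 0.3, p under 1e-06 and a length of at least 100 bp. Gene-poor bins were the fifth of the 100-kb bins with the least protein-coding cover, and their DMR density was tested with 10000 circular shifts. The 27444 protein-coding genes were tested in the body and in flanks of 2 kb on each side. Pseudogenes (4843) and TE-like segments (19955) were added after the data were examined, because the annotation used here labels no transposable elements and the planned tests of that class were not run. TE-like segments joined windows with a mean CHG level of the tissues of at least 0.1 within 100 bp of each other, over at least 100 bp, and the same libraries defined and measured them.

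Features with at least 10 calls in every library were tested with a quasi-binomial logistic model whose dispersion was moderated with limma, followed by a quasi-likelihood F test and Benjamini-Hochberg adjustment at 0.05. Where a tissue was left with 1 library, that library was assumed to vary like the others. The form of the moderation was changed after the first counts on the real files had been seen. The planned moderation did not state a trend, and the first form, with a trend on calls, made 616 false calls of the features it called on simulated data (10.7%), with 5159 of 6000 planted changes recovered. Of 10 forms compared on simulated data only, the form with a trend on the feature's level that never goes below the feature's own dispersion had the lowest false share (287 calls, 5.44%, with 4991 recovered) and was used throughout, and the first form is among the alternatives. Recovery was tested on simulated data with 50 planted changes of each size: for 5' flanks in CG, 46% of differences of 0.05 and 98% of differences of 0.4 were recovered, and false calls made up 3.55%. False calls made up 6.70% for CHG 5' flanks, 6.57% for CHG gene bodies and 8.84% for CHH gene bodies, above the level of 5% aimed for. Simulated counts were drawn with dispersions that the first form had already moderated, so the false shares need not hold for the real counts. The changes planted in features were embryo-higher, at least 0.05 and outside highly methylated features. Recovery of smaller or endosperm-higher changes was not tested. The DMR caller recovered 96% of planted differences of 0.35 and none of 0.2, which lies below its limit of 0.3. The simulated pools for that test had no spread between replicates.

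Gene lists (7 lists, 78 genes) were written from general knowledge before the data were examined and compared with all other genes with Fisher's exact test, adjusted over 21 tests of list and part. Genes are named by a rule also set before: always *MEA*, *FIS2*, *FWA*, *YUC10*, *SDC*, *DRB2*, *H1.1*, *H1.2* and *H1.3*; of each list up to 4 members with the largest CG difference past the threshold; of genes with a symbol (10871) and no overlap of the library values, in CG the 8 largest embryo-higher 5' flanks, 4 3' flanks and 4 bodies and the 4 largest endosperm-higher differences, and in CHG and CHH the 3 largest 5' flanks in each direction; and the 4 longest embryo-hyper and 3 longest endosperm-hyper DMRs. The 6 CHG gene bodies, the CHG lists, gene families, equal weighting of windows, the measure per methylated base, limma on window means and depth as a covariate (with all 6 libraries) were added after the data were examined. Other settings chosen before the data were examined were all 6 libraries, each library left out, other call limits, flanks of 1 kb, the replicate number as a block, limma on arcsine square-root levels, the chloroplast level subtracted (with all 6 libraries) and other DMR criteria. Work was done in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, numba 0.67.0 and matplotlib 3.10.9, and in R 4.3.3 with limma 3.58.1.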

Results

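Cytosine methylation was measured by whole-genome bisulfite sequencing in F1 seeds of *Arabidopsis thaliana*. The mother was the *h1* triple mutant, which carries mutations in the 3 linker histone genes *H1.1*, *H1.2* and *H1.3*, and the father was wild-type L*er*. Linker histone H1 binds the DNA between nucleosomes. Embryo and endosperm, the seed tissue that feeds the embryo, were collected 8 days after crossing, and nuclei were sorted before DNA was extracted. Each tissue had 3 libraries, described as biological replicates. The p-values of the whole-genome levels and of the tests per feature measure the spread between these libraries. Those of the pooled DMR calls, the circular shifts and Fisher's tests of gene lists and families do not. The comparison open to these libraries is embryo against endosperm after a cross without maternal H1, and wild-type crosses were not used here.

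Depth differed between libraries. Embryo replicates 1, 2 and 3 held 37.5 M, 110.4 M and 44.1 M CG calls (M, 1e6), and endosperm replicates 1, 2 and 3 held 61.3 M, 119 M and 92.9 M. The chloroplast genome, which is taken to be unmethylated, showed a CG level of 0.218% to 0.394% in 5 libraries and of 1.18% (95% Wilson interval 1.159% to 1.201%, counting error only) in endosperm replicate 3. That library was kept out of the tests, as in the study, and its values are given beside them.

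The first question was whether the whole genome differed in methylation between the tissues. Embryo libraries averaged 35.6% ± 6.05 (SD, n = 3) CG methylation over the 5 chromosomes, and endosperm libraries averaged 27.3% ± 4.74 (SD, n = 2). In CHG, where H is any base but G, the means were 15.3% ± 4.20 and 10.99% ± 3.21, and in CHH they were 4.55% ± 1.44 and 3.20% ± 1.23. The differences of 8.29, 4.26 and 1.35 percentage points did not exceed the spread between libraries (exact two-sided permutation test, p = 0.4 in each context), and the smallest p that 3 against 2 libraries can give is 0.2. Replicate 2 of each tissue, the deepest library, had the lowest call-weighted level of its tissue in every context, with CG levels of 28.7% in the embryo and 23.9% in the endosperm.

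Over the 813900 windows of 50 bp with at least 10 CG calls in all 6 libraries, each window weighted alike, the embryo libraries lay between 29.9% and 30.9% and the endosperm libraries at 24.8%, 23.7% and 23.7% for replicates 1, 2 and 3. Every embryo library therefore lay above every endosperm library on that measure in CG. The same held in CHG over 888267 windows, with 11.7% to 13.2% in the embryo and 8.58% to 10.2% in the endosperm. In CHH, over 2192462 windows, the tissues overlapped, since embryo replicate 2 stood at 2.67% and endosperm replicate 1 at 2.92%. With equal weights over the windows shared by the 5 libraries the differences were 6.399 points in CG and 3.08 in CHG (exact permutation test, p = 0.2 for each, the smallest possible), and 0.745 points in CHH (exact permutation test, p = 0.4). Without endosperm replicate 2, the call-weighted CG difference was 4.94 points, and with it alone in the endosperm it was 11.6 points. Without embryo replicates 1 and 2 and endosperm replicates 1 and 2 in turn, the CHG difference was 2.69, 6.64, 6.53 and 1.99 points and the CHH difference 0.829, 2.17, 2.21 and 0.480 points.

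**Figure D1:**
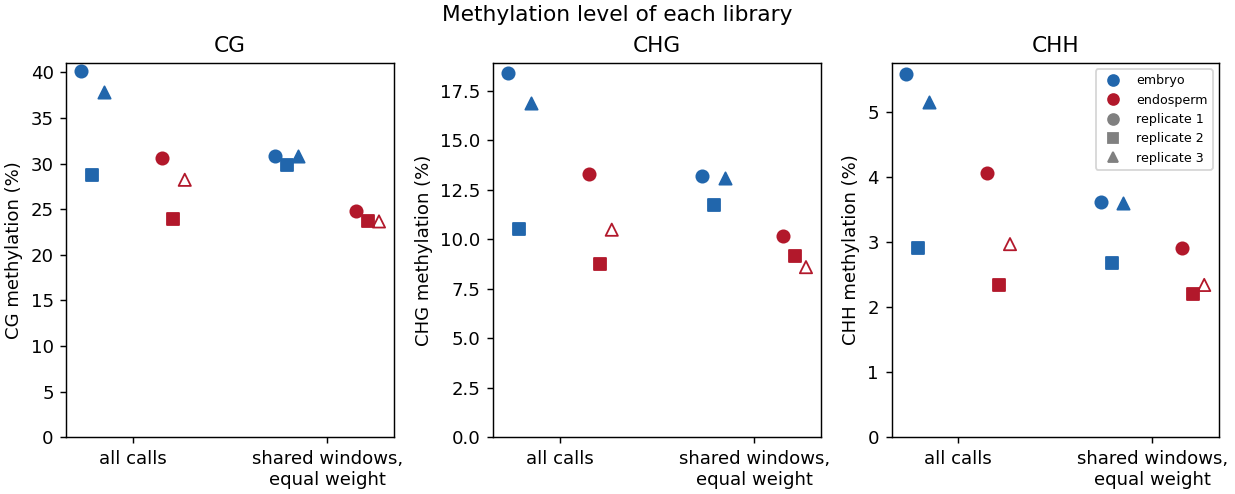
Methylation level in percent (y axis) of each library in CG, CHG and CHH, over all calls and over shared windows of equal weight (x axis), with embryo in blue, endosperm in red, symbols for replicates and an open triangle for endosperm replicate 3, which was not used in the tests. In CG the embryo libraries spread from 28.7% to 40.2% over all calls and from 29.9% to 30.9% over shared windows.

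The second question was which regions kept CG methylation in the embryo that the endosperm lacked. Calling on pooled reads with the criteria of the study gave 12615 embryo-hyper differentially methylated regions (DMRs), which covered 7.91 Mb. Their mean level was 83.4% in the embryo and 34.0% in the endosperm. In the opposite direction 220 endosperm-hyper DMRs were called, which covered 31.95 kb and had mean levels of 28.8% in the embryo and 67.5% in the endosperm. The embryo-hyper regions had a median length of 350 bp, and 1195 of them were 1.5 kb or longer and held 36.7% of their bases. Flanks of protein-coding genes within 2 kb held 48.2% of the embryo-hyper bases against 23.5% of the covered bases. Gene bodies held 13.7% of the embryo-hyper bases against 56.7% of the covered bases, but 80.1% of the endosperm-hyper bases.

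Of the 4 longest embryo-hyper DMRs, 3 lay over genes annotated with the DUF784 domain. The longest spanned 10650 bp on chromosome 3 (TAIR10, 11984401 to 11995050) over AT3G30383, AT3G30385 and AT3G30387 and intervening pseudogenes, with 88.3% ± 0.942 (SD, n = 3) CG methylation in the embryo and 32.0% ± 0.397 (SD, n = 2) in the endosperm. The second, on chromosome 1 (17136001 to 17146600), covered AT1G45215, AT1G45221 and AT1G45223, where AT1G45215 is annotated to the ECA1 gametogenesis family, at 86.9% ± 0.836 and 23.9% ± 2.22. A region on chromosome 5 (13196051 to 13204950) around AT5G34882 had 88.3% ± 2.21 and 29.2% ± 3.27. The fourth lay on chromosome 4 (5996451 to 6005400) over AT4G09462, annotated as an X8 carbohydrate-binding protein, and 3 neighbours, at 89.0% ± 1.57 and 39.6% ± 3.57.

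The longest endosperm-hyper DMRs were short and varied more between libraries. Within AT1G75945, a gene of unknown function (chromosome 1, 28515401 to 28516150), CG methylation was 3.26% ± 3.08 in the embryo and 86.4% and 56.7% in endosperm replicates 1 and 2, but 0.262% in endosperm replicate 3. At the polyubiquitin gene *UBQ13* (chromosome 1, 24276501 to 24277200) the levels were 55.9% ± 16.0 and 78.9% ± 3.93, and at the receptor kinase gene AT4G28650 (chromosome 4, 14146201 to 14146700) they were 31.8% ± 4.72 and 62.4% ± 2.76.

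The pooled call ignores the spread between replicates, so the same call was made between single libraries thinned to equal total depth. Pairs from different tissues gave 6324 to 11877 DMRs, and pairs from the same tissue gave 353 to 1659, both directions together. Across tissues, 51 to 392 of the DMRs of a pair were higher in the endosperm. In 1 direction, pairs from the same tissue gave 33 to 1293, so the endosperm-hyper counts did not exceed the spread within tissues. Depth in methylated windows still differed, and the 3 lowest counts across tissues (6324, 7000 and 8515) were those of embryo replicate 2. The embryo-hyper count stayed between 12344 and 13056 when any 1 library was left out, whereas the endosperm-hyper count rose to 363 without embryo replicate 2 and to 539 without endosperm replicate 2.

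The third question was whether gene-poor, pericentromeric DNA took part. In the 239 of 1193 bins of 100 kb with the lowest cover of protein-coding genes, embryo-hyper DMRs held 3.22 times as many bases per covered base as in the other bins (permutation by circular shifts of the DMRs along each chromosome, p = 0.0002, the smallest the 10000 shifts can give). These bins held 44.5% of all embryo-hyper bases. Gene-poor bins also hold more methylated DNA. Per base of windows with an embryo CG level of at least 0.5, the order turned, and the ratio was 0.720 (p = 0.0124 in the same permutation test), with 18.0% of the methylated bases of gene-poor bins and 25.1% of those of other bins inside embryo-hyper DMRs. The second measure was chosen after the first was seen.

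**Figure D2:**
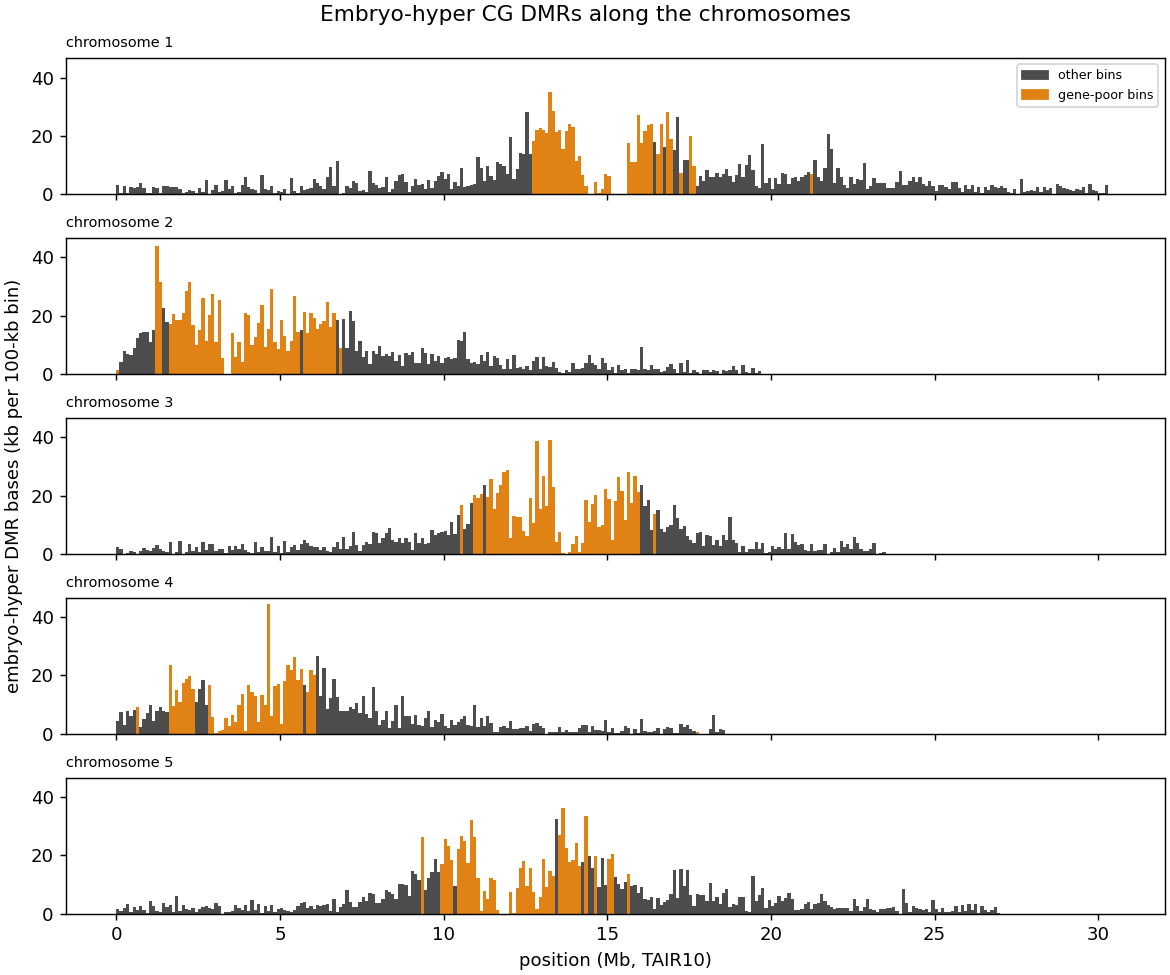
Kilobases of embryo-hyper CG DMRs (y axis) in each 100-kb bin along chromosomes 1 to 5 (x axis, Mb), with the 239 gene-poor bins in orange and the others in grey. DMR bases are densest around the centromeres, and gene-poor bins hold 44.5% of all embryo-hyper bases.

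Segments with CHG methylation, which is typical of transposable elements, were examined next as TE-like segments, because the annotation used here labels no transposable elements. They were defined after the data were seen, from the mean CHG level of both tissues. Of 18731 segments tested in CG, 12889 were higher in the embryo and 44 in the endosperm. Short segments lost most: those of under 0.5 kb had a median CG level of 91.5% ± 1.42 (SD over library medians, n = 3) in the embryo and 44.1% ± 4.16 (SD, n = 2) in the endosperm. Segments of 0.5 kb to under 2 kb had medians of 91.9% ± 1.41 and 69.0% ± 2.44, those of 2 kb to under 5 kb had 92.1% ± 1.55 and 84.6% ± 1.79, and those of 5 kb and longer had 92.1% ± 1.72 and 85.5% ± 2.08. The shares that passed as embryo-higher were 72.9%, 65.8%, 57.8% and 64.5% in order of length. Endosperm CHG levels helped define the segments, so a loss there could also shorten or split them. The trend of level with length may therefore come in part from the definition. Annotated pseudogenes behaved alike in direction, with 1327 of 4820 higher in the embryo and 7 in the endosperm. Pseudogenes averaged 76.1% in CG and 49.2% in CHG in the embryo, so they may share loci with the TE-like segments. That overlap was not measured. The pseudogene count over both directions was 468 without endosperm replicate 2, 812 without embryo replicate 1 and 860 without embryo replicate 3, compared with 1334 with all 5.

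**Figure D3:**
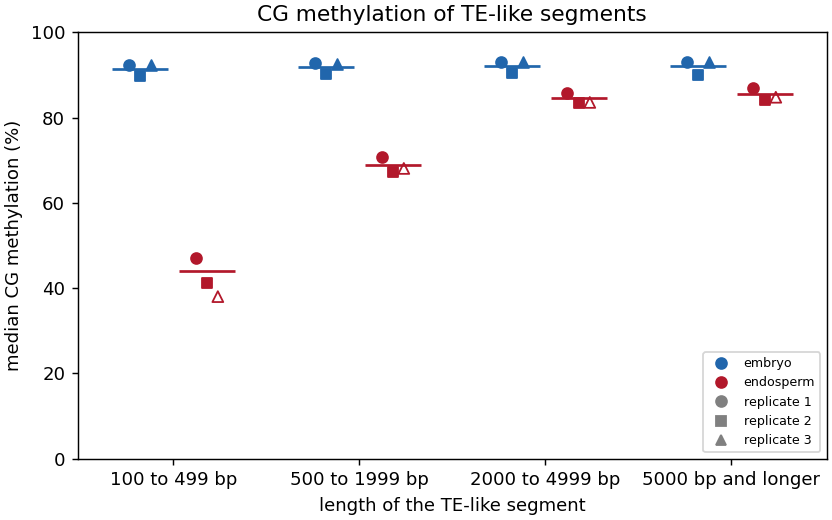
Median CG methylation in percent (y axis) of TE-like segments by segment length (x axis), with a symbol per library, embryo in blue, endosperm in red, an open triangle for endosperm replicate 3 and a bar at the mean of the libraries used in the tests. The endosperm mean climbs from 44.1% in segments of under 0.5 kb to 85.5% in those of 5 kb and longer, and the embryo mean stays between 91.5% and 92.1%.

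Windows with CG methylation but little CHG methylation were compared with TE-like windows. The median CG difference was 8.16 points in 240143 TE-like windows and 8.23 points in 140931 CG-only windows. The difference between the classes, -0.0701 points, was within its SD of 1.32 over pairs of libraries. A loss of over 30 points was seen in 20.9% of TE-like and 16.3% of CG-only windows, but with a CHG limit of 0.2 in place of 0.1 the shares were 19.18% and 19.20%.

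The fourth comparison was made gene by gene with a test that uses the spread between libraries. CG methylation of the 5' flank (2 kb) was higher in the embryo at 3101 of 27424 protein-coding genes and higher in the endosperm at 28. Over 3' flanks the counts were 2068 and 16 of 27427, and over gene bodies they were 833 and 12 of 27358. The 5' flank total of 3129 was 4934 without embryo replicate 2, 1698 without endosperm replicate 1 and 1039 without endosperm replicate 2. Gene bodies, with 845, fell to 263 and 188 without the same endosperm libraries, and the 3' flank total of 2084 became 3580, 1211 and 832 in that order of libraries. No gene was called in the opposite direction under any of these settings.

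Maternally expressed imprinted genes, which are active from the allele inherited from the mother, carried less CG methylation in the endosperm at several members. Of 11 measured, 5 were higher in the embryo in the 5' flank (*SDC*, *DRB2*, *HDG9*, *AGL36* and *ALN*), and 6 passed when adjusted over the list alone, 1 of them higher in the endosperm. The allantoinase gene *ALN* (AT4G04955, chromosome 4, 2522034 to 2525352) had a 5' level of 73.3% ± 9.98 (SD, n = 3) in the embryo and 14.2% ± 6.37 (SD, n = 2) in the endosperm (adjusted p = 0.000869). That call was lost with flanks of 1 kb. The F-box gene *SDC* (AT2G17690, chromosome 2, 7682162 to 7684083) had a 5' level of 59.2% ± 4.82 and 16.8% ± 2.51 (adjusted p = 0.000345). *DRB2* (AT2G28380), which encodes a double-stranded RNA binding protein, had 45.9% ± 9.07 and 13.9% ± 3.66 (adjusted p = 0.00433, and 0.165 without endosperm replicate 2). Over gene bodies 2 members passed, *MPC* and the MADS-box gene *AGL36* (4 adjusted over the list alone), and *MPC* (AT3G19350, chromosome 3, 6705474 to 6706127) had 85.7% ± 4.17 and 19.7% ± 4.35 (adjusted p = 0.000315). *HDG9* lost its call without embryo replicate 3 (adjusted p = 0.0594) or endosperm replicate 2 (0.135). In the 3' flank *FIS2*, *AGL36* and *ALN* passed, and so did 3 when adjusted over the list alone.

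The targets of DEMETER named by the study did not all pass. In the 3' flank of *MEA* and the 5' flanks of *FWA* and *FIS2*, which did not pass, every embryo library still lay above endosperm replicates 1 and 2. The 5' flank of *FIS2* had 35.6% ± 15.5 in the embryo and 12.3% ± 3.94 in the endosperm (adjusted p = 0.313). The Polycomb gene *MEA* (AT1G02580, chromosome 1, 544733 to 549202) had a 3' flank level of 68.0% ± 14.1 in the embryo and 42.5% ± 8.86 in the endosperm (adjusted p = 0.202). Its gene body had 1.40% ± 0.428 and 0.343% ± 0.193 (adjusted p = 0.0783). Its 5' flank went the other way near the floor, with 0.0253% ± 0.0439 and 0.405% ± 0.00773 (adjusted p = 0.147), and 2.25% in endosperm replicate 3. The homeodomain gene *FWA* (AT4G25530, chromosome 4, 13038360 to 13042464) had a gene body level of 40.2% ± 15.7 and 22.8% ± 7.35 (adjusted p = 0.643), and a 5' flank level of 24.9% ± 13.5 and 9.504% ± 1.91 (adjusted p = 0.395). *FIS2* (AT2G35670, chromosome 2, 14992565 to 14996756), another Polycomb gene, passed only in the 3' flank, with 12.7% ± 5.30 and 3.22% ± 0.491 (adjusted p = 0.0364). That call held only when embryo replicate 3 was left out (adjusted p = 0.0437), and was lost without each other library (adjusted p = 0.0727 to 0.410). Of the linker histone genes, *H1.3* (AT2G18050, chromosome 2, 7845923 to 7847031) had a 5' flank level of 48.0% ± 5.84 in the embryo and 17.4% ± 0.951 in the endosperm (adjusted p = 0.0018). That call was lost without endosperm replicate 2. The paper places the T-DNA of the mother's *h1.3-1* allele in the promoter, upstream of the transcription start, so it lies in this flank. The maternal share differs between the tissues, so an effect of the insertion cannot be told apart from a tissue difference. *H1.1* and *H1.2* did not pass in any part.

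Paternally expressed imprinted genes, active from the allele inherited from the father, also had members with less CG methylation in the endosperm. Of 9 measured, 3 were higher in the embryo in the 5' flank (*YUC10*, *SUVH7* and *PEG2*, with 5 adjusted over the list alone) and 3 in the 3' flank (*PHE1*, *YUC10* and *ADM*, with 4 adjusted over the list alone). The auxin biosynthesis gene *YUC10* (AT1G48910, chromosome 1, 18091681 to 18093878) had a 3' flank level of 87.7% ± 2.70 (SD, n = 3) in the embryo and 33.0% ± 4.06 (SD, n = 2) in the endosperm (adjusted p = 3.24e-05). The MADS-box gene *PHE1* (AT1G65330) had 60.1% ± 9.85 and 22.3% ± 8.23 in its 3' flank (adjusted p = 0.0251), a call that held only without embryo replicate 2 and had adjusted p = 0.0612 to 0.324 without each other library. Without embryo replicate 1, endosperm replicate 1 or endosperm replicate 2 the calls of *PEG2* (adjusted p = 0.0992, 0.174 and 0.386), *ADM* (0.161, 0.277 and 0.393) and the 5' flanks of *YUC10* (0.06796, 0.152 and 0.366) and *SUVH7* were lost. Those of *ADM* (0.0901), *SUVH7* and *YUC10* (0.182) were also lost without embryo replicate 3. In gene bodies of this list 2 passed when adjusted over the list alone.

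Endosperm regulators passed in the 5' flank at 3 of 7 members (*MINI3*, *ZOU* and *FIE*, and 3 adjusted over the list alone), all higher in the embryo. The WRKY gene *MINI3* (AT1G55600, chromosome 1, 20774046 to 20776294), which promotes endosperm growth, had 74.0% ± 1.303 and 28.1% ± 4.31 (adjusted p = 7.06e-05). *ZOU* lost its call without endosperm replicate 1 (adjusted p = 0.0665) or 2 (0.172), and *FIE* without embryo replicate 1 (0.0964), embryo replicate 3 (0.147) or endosperm replicate 2 (0.147). In gene bodies 1 member passed, *FIE* (2 adjusted over the list alone), a call lost without embryo replicate 2 or either endosperm replicate. Among 21 genes of DNA methylation and demethylation, 3 were higher in the embryo in the 5' flank (*MET1*, *NRPE1* and *DCL3*, with 5 adjusted over the list alone), 2 in the body (*SUVH4* and *IBM1*, with 6 adjusted over the list alone) and 3 in the 3' flank (*DML3*, *RDR2* and *AGO4*, with 3 adjusted over the list alone). The CG methyltransferase gene *MET1* (AT5G49160) had a 5' flank level of 74.1% ± 8.44 and 42.6% ± 3.46 (adjusted p = 0.00798), and lost its call without embryo replicate 3 (adjusted p = 0.0623), endosperm replicate 1 (0.103) or endosperm replicate 2 (0.143). *NRPE1* and *DCL3* lost theirs without endosperm replicate 2 (0.143 and 0.196), *SUVH4* and *IBM1* without embryo replicate 2 or either endosperm replicate, *AGO4* without either endosperm replicate, and *DML3* without any library but embryo replicate 2.

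Of 16 seed storage and embryo regulator genes, 3 passed in the 5' flank, and 3 adjusted over the list alone. *LEC2* and *ABI3* were higher in the embryo, while the related B3-domain gene *FUS3* (AT3G26790) was higher in the endosperm, with 0.210% ± 0.0601 in the embryo and 4.75% ± 1.68 in the endosperm (adjusted p = 0.00711). Seed coat markers passed at 2 of 8 5' flanks, *TT10* and *TT16* (2 adjusted over the list alone), and at the 3' flank of *TT10* (1 adjusted over the list alone). With flanks of 1 kb no seed coat marker passed. Linker histone and histone H2A.W genes passed at 1 of 6 5' flanks, that of *H1.3* (2 adjusted over the list alone). *LEC2* lost its call without embryo replicate 1 (adjusted p = 0.0977), embryo replicate 3 (0.0884), endosperm replicate 1 (0.111) or 2 (0.354), and *TT16* without the same libraries (0.125, 0.132, 0.193 and 0.167). *ABI3* lost it without endosperm replicate 1 (0.0538) or 2 (0.0635), and so did the 3' flank of *TT10*. The list parts not named had no member past the threshold under either adjustment. No list held more called genes than the rest of the genome after adjustment over the 21 tests of list and part (two-sided Fisher's exact test, smallest adjusted p = 0.103, for maternally expressed genes in the 5' flank). The lists together gave 35 calls, of which 12 held without each library in turn. Their total was 18 without endosperm replicate 1 and 12 without endosperm replicate 2.

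The largest CG losses of the endosperm among named genes were in flanks. The proteasome subunit gene *PAF2* (AT1G47250, chromosome 1, 17319119 to 17321202) had a 5' flank level of 89.7% ± 1.86 (SD, n = 3) in the embryo and 15.1% ± 1.18 (SD, n = 2) in the endosperm (adjusted p = 1.91e-05). *TAF15* (AT1G50300), a TBP-associated factor gene, had 92.7% ± 3.78 and 18.3% ± 3.43, and the endoplasmic reticulum chaperone gene *BIP1* (AT5G28540) had 79.0% ± 3.71 and 14.8% ± 2.47. *NdhT*, *ESM1*, *PP2-B4*, *LCR29* and *CYP79A4P* completed the 8 largest 5' flank differences, which ranged from 64.2 to 74.6 points. In the 3' flank the largest were at the cytochrome P450 genes *CYP79A4P*, *CYP79C2* and *CYP79A3P* and at *SNRK2.2* (AT3G50500), a kinase gene of abscisic acid signalling, with 93.2% ± 0.268 and 21.5% ± 6.74 (adjusted p = 4.77e-05). In gene bodies they were at *MPC*, *CYP79A4P* and the pollen tube attractant genes *LURE1.5* (AT5G43525) and *LURE1.3* (AT5G43513), at 93.1% ± 3.93 and 22.4% ± 4.64 for *LURE1.5* (adjusted p = 0.000638). The body calls of *LURE1.5*, *LURE1.3* and *CYP79A4P* were each lost in a fit that left out an endosperm library. That of *CYP79A4P* was also lost by limma on arcsine square-root levels.

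Differences in the other direction were smaller. CG methylation was higher in the endosperm in the 3' flank of *WRKY58* (AT3G01080, 18.0% ± 0.866 and 32.2% ± 5.49, adjusted p = 0.0207) and *TNO1* (0.115% ± 0.1996 and 7.88% ± 4.23), and in the 5' flank of *GC2* (16.2% ± 3.38 and 29.7% ± 3.23) and the acid phosphatase gene *PAP22* (20.4% ± 2.50 and 33.0% ± 4.43). Each of these 4 calls held in 1 of the 5 fits that left out a library, and in endosperm replicate 3 *GC2* stood at 7.72% and *TNO1* at 0%. Of 50 named values past the threshold, 21 passed without each library in turn, and 28 and 26 passed without endosperm replicates 1 and 2.

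In CHG more flanks were higher in the embryo, with 1751 embryo-higher and 318 endosperm-higher 5' flanks of 27424, and 1109 and 379 3' flanks of 27426. The RNA polymerase II subunit gene *NRPB3* (AT2G15430) had the largest 5' flank loss, from 64.9% ± 9.04 (SD, n = 3) in the embryo to 12.6% ± 6.20 (SD, n = 2) in the endosperm (adjusted p = 0.000105), followed by *TAF15* and the pollen development gene *LBD27* (AT3G47870, 55.7% ± 4.21 and 9.99% ± 2.04). The largest endosperm-higher 5' flanks were those of *E1 ALPHA* (AT1G59900, 0.428% ± 0.118 and 11.4% ± 3.50), the receptor kinase gene *ALE2* (0.484% ± 0.208 and 9.84% ± 0.721) and the ion channel gene *CNGC3* (0.15% ± 0.260 and 9.495% ± 2.49). All 6 lost their call without endosperm replicate 1 (adjusted p = 0.0667 to 0.0805), and *NRPB3*, *TAF15*, *ALE2* and *CNGC3* also without endosperm replicate 2 (0.0544 to 0.0839). The 5' flank total of 2069 rested on both endosperm libraries: without endosperm replicate 1 the limma-moderated test called 0 (4452 at an unadjusted p under 0.05; with all 5, limma on arcsine square-root levels called 1922 and limma on window means 4095), and without endosperm replicate 2 it called 38 and the balance turned, with 14 embryo-higher and 24 endosperm-higher 5' flanks and 139 and 205 3' flanks. Without embryo replicates 1, 2 and 3 in turn it called 1196, 3286 and 1076 5' flanks, 789, 2281 and 768 3' flanks (1488 with all 5; 458 and 344 without endosperm replicates 1 and 2) and 517, 2037 and 582 pseudogenes. Pseudogenes, at 991 and 41 of 4821, were at 0 without endosperm replicate 2 (limma-moderated test, 719 at an unadjusted p under 0.05; with all 5, 533 by limma on arcsine square-root levels and 485 by limma on window means) and at 141 without endosperm replicate 1.

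Over gene bodies in CHG, 759 of 27373 were higher in the endosperm and 298 in the embryo. Without embryo replicate 2 this balance turned, with 503 embryo-higher and 324 endosperm-higher genes. Without endosperm replicate 1 the counts were 6 and 73, and without endosperm replicate 2 they were 8 and 160. Bodies were not tested against flanks. The 298 had a median CHG level of 46.2% ± 2.30 (SD over library medians, n = 3) in the embryo and 14.4% ± 1.90 (SD, n = 2) in the endosperm, and their CG level went from 89.5% to 39.3%. The 759 were close to unmethylated in the embryo, at 0.20% ± 0.0389, and at 3.71% ± 0.113 in the endosperm. Endosperm replicate 3, which the calls did not use, had a median of 3.98% over the same genes. *VIM1* (AT1G57820, chromosome 1, 21413981 to 21418115), needed to maintain CG methylation, went from 0.207% ± 0.0991 to 10.5% ± 1.55 (adjusted p = 1.87e-07), and the E2F transcription factor gene *ATE2F2* (AT1G47870) from 0.238% ± 0.295 to 10.4% ± 2.54 (adjusted p = 2.38e-06). Both held without each library in turn. *RTM3*, *CAD3*, *AGL103* and *AGL49*, at 10.3% to 11.2% in the endosperm, did not: all 4 were lost without endosperm replicate 1 (adjusted p = 0.0701 to 0.0969), *RTM3* and *CAD3* also without embryo replicate 2 (0.149 and 0.118), and *CAD3*, *AGL103* and *AGL49* without endosperm replicate 2 (0.05003 to 0.105). The 6 were chosen after their values were seen, as the largest endosperm-higher differences of genes with a symbol and no overlap of the library values.

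The same lists were tested in CHG after the CG results had been seen. Over gene bodies the calls were higher in the endosperm at 3 of 9 paternally expressed genes (*SUVH7*, *PEG2* and *VIM5*, with 6 adjusted over the list alone), 4 of 21 methylation genes (*MET1*, *VIM1*, *NRPD1* and *RDR2*, with 5), 2 of 16 storage and embryo genes (*CRC* and *ABI3*, with 6) and the seed coat regulator *TT16* (1). Maternally expressed *MPC* and *AGL36* were higher in the embryo (4). In flanks the embryo-higher calls were at *HDG9*, *AGL36* and *ALN* (5) and *MEA* and *AGL36* (2) of the maternally expressed list, *MINI3* and *ZOU* (3) of the endosperm regulators, *H1.3* and *HTA6* (4) of the histones and *TT10* (2). The 3' flank of *MEA* went from 22.2% ± 6.92 (SD, n = 3) in the embryo to 5.51% ± 2.17 (SD, n = 2) in the endosperm (adjusted p = 0.00865). Paternally expressed genes had calls at *PHE1* and *HDG3* in the 5' flank (3) and at *YUC10*, *SUVH7* and *ADM* in the 3' flank (5), with 1 of each endosperm-higher, and the storage protein gene *SESA4* had an endosperm-higher 5' flank (2). No list passed against the rest of the genome (two-sided Fisher's exact test, smallest adjusted p = 0.0732). Of these 28 calls, 2 held without each library in turn, the body of *VIM1* and the 3' flank of *AGL36*. The other 26 were lost without endosperm replicate 1 (adjusted p = 0.0504 to 0.320), and all of those but *VIM5* also without endosperm replicate 2 (0.0511 to 0.495). *MET1*, *ZOU*, *HDG9*, *MEA*, *HDG3*, *YUC10*, *ADM* and the 3' flank of *SUVH7* were lost without embryo replicate 1 or 3 as well, *SESA4* and *CRC* without embryo replicate 1, *HTA6* and *TT10* without embryo replicate 3, and *MET1*, *RDR2*, *SESA4* and *CRC* without embryo replicate 2.

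**Figure D4:**
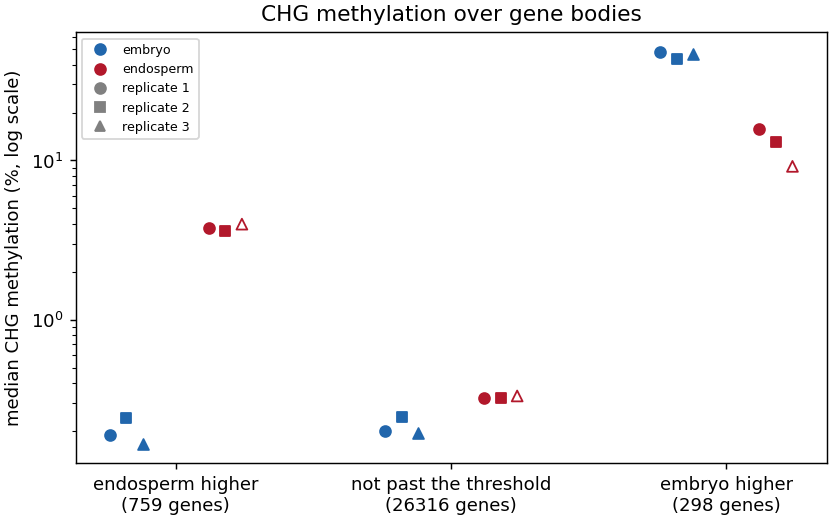
Median CHG methylation over gene bodies in percent (y axis, log scale) for genes higher in the endosperm, not past the threshold and higher in the embryo (x axis), with a symbol per library, embryo in blue, endosperm in red and an open triangle for endosperm replicate 3. The 759 endosperm-higher genes lie at 0.167% to 0.243% in the embryo libraries and at 3.63% to 3.98% in the endosperm libraries.

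In CHH, few features passed. TE-like segments were higher in the embryo at 1177 of 19926 and in the endosperm at 65, pseudogenes at 22 and 0 of 4843 (limma-moderated test, 365 at an unadjusted p under 0.05; 83 and 16 by limma on arcsine square-root levels, and 136 and 18 by limma on window means), and gene bodies at 12 and 10 of 27410. No 5' or 3' flank passed the limma-moderated test, with 3344 and 2549 at an unadjusted p under 0.05. Limma on arcsine square-root levels called 0 and 11 flanks, and limma on the mean of window levels called 2359 and 1247. Embryo replicate 2 had the lowest CHH level of the embryo libraries, and without it 2611 5' flanks, 1654 3' flanks, 251 gene bodies and 270 pseudogenes passed. Without endosperm replicate 2 the calls were mostly higher in the endosperm, at 91 of 94 gene bodies, 23 of 26 pseudogenes and 28 of 29 TE-like segments. Gene bodies passed at 6, 8 and 1 without embryo replicates 1 and 3 and endosperm replicate 1, 13 pseudogenes passed without endosperm replicate 1, and 13 5' flanks and 58 3' flanks, all higher in the endosperm, passed without endosperm replicate 2. The TE-like count by the limma-moderated test was 0 without embryo replicate 1, embryo replicate 3 or endosperm replicate 1 (4094, 3984 and 4746 at an unadjusted p under 0.05; with all 5, limma on arcsine square-root levels called 3279 and limma on window means 3513), 29 without endosperm replicate 2 and 2939 without embryo replicate 2.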

Values the study reported

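The study reported 11552 embryo-hyper DMRs between embryo and endosperm of the *h1* cross. It gave their total cover as over 6 Mb.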

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

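The tests of coverage of methylated windows and of fragment loss for replicate 2, the mixing tests for endosperm replicate 3 and the 3 tests of explanations for the CHG gain of gene bodies were chosen only after the result was seen, as was the GC content of methylated windows.

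The mitochondrial genome, which the comparisons do not use, carried CG calls read as methylated in every library, from 16.2% in embryo replicate 2 to 38.9% in endosperm replicate 1. The windows of the deposited mitochondrial sequence end at another position than in the reference used here. No explanation was tested.

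In both tissues the call-weighted CG level of replicate 2 lay below that of the other libraries. Equal weighting of shared windows narrowed the range of the 3 embryo libraries to 8.40% of its call-weighted size, so that coverage of methylated windows may account for most of it. Methylated windows were richer in GC than unmethylated ones (43.0% and 39.0%), so coverage that follows GC content would lower replicate 2 if its coverage rose least with GC. The slope of embryo replicate 2, 0.0575 log2 units per 10 points of GC, was instead the highest of the 6, and that of endosperm replicate 2 the highest of its tissue, which argues against this cause. Loss of unmethylated cytosine-rich fragments stayed open: the 3 libraries with more coverage of methylated than unmethylated windows were also the 3 with the steepest fall of coverage with GC.

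At embryo-hyper DMRs endosperm replicate 3 lay farther from the embryo than endosperm replicates 1 and 2, by 3.19 points of CG methylation below the lower of them. Incomplete conversion would raise its level, so the direction of the gap itself argues against it as the cause, and no separate measure was used. Over shared windows the gap was 3.94 points, within the spread of 4.35 points between replicates 1 and 2, so coverage cannot be told apart from a difference between libraries. That is the outcome set beforehand for coverage as the cause, but equal weighting did not narrow the gap. At endosperm-hyper regions called with replicate 2 alone, replicate 3 lay at -7.88 points from replicate 1, which argues against embryo tissue in replicate 1. By the same test embryo tissue in replicate 2 remained possible, with 4.29 points at regions called with replicate 1 alone. Maternal tissue need not have embryo levels at these regions, so the values cannot decide on it. Nuclei were flow-sorted before DNA extraction, and the paper reads its maternal to paternal read ratios as little seed coat contamination. It lists a higher ratio for endosperm replicates 1 and 2 than for replicate 3. The embryo libraries have lower ratios still, so embryo nuclei in endosperm replicate 2 would have lowered its ratio rather than raised it.

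CHG methylation was higher in the endosperm over 759 gene bodies. Incomplete conversion would raise CHH as much as CHG, and the CHH gain of the same genes was 0.302 points against 3.53 in CHG. Reads from methylated copies elsewhere would bring CG methylation, and the CG difference of the same genes was -0.166 points. Misplaced reads in single windows would leave most windows level, and 58.0% of a gene's windows were higher in the endosperm. These values argue against the 3 explanations. A gain of CHG methylation in endosperm genes stays among the open explanations, as do sequence variants of the father, which were not tested, and the role of H1 was not tested.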

How the results depend on the processing

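Limma on window means, the depth covariate, the first moderation form, the measure per methylated base, and the pseudogene and TE-like results were chosen only after the result was seen. Of 341 alternatives to 26 results, 214 kept their result and 93 moved a count by more than 1.5 times. Another 19 gave calls where there had been none, 6 gave none and 9 reversed, and the cause was not tested. A result was kept with a count within 1.5 times, a difference of means of the same sign or the window-class difference within 1 SD. The gene-poor ratio also had to keep its direction with p under 0.05 in the shift test. For differences of means no p under 0.05 was possible, so only the sign was judged. The planned transposable element class was not run.

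Embryo-hyper DMRs numbered 9594 to 18500 and CG calls in TE-like segments 10326 to 13905 over all alternatives. Endosperm-hyper DMRs numbered 51 at a difference of 0.4 and 43 at a length of 200 bp. The gene-poor ratio reversed to 0.720 per methylated base. The larger direction turned without endosperm replicate 2 in CHG 5' flanks (38 calls) and 3' flanks (344) and in CHH bodies (94), pseudogenes (26) and TE-like segments (29), without embryo replicate 2 in CHG bodies (827), and for CHH bodies without endosperm replicate 1 (1) and by limma on arcsine levels (1).

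With 1 library left out, ranges were 185 to 539 for endosperm-hyper DMRs; in CG 1039 to 4934 for 5' flanks, 188 to 1012 for bodies, 832 to 3580 for 3' flanks and 468 to 1874 for pseudogenes; in CHG 0 to 3286, 79 to 973 (endosperm-higher 73 to 719), 344 to 2281 and 0 to 2037; in CHH 0 to 2611, 1 to 251, 0 to 1654 and 13 to 270, and 0 to 2939 for TE-like segments; 12 to 50 for list calls and 26 to 47 for named values. The differences of mean levels were 4.94 to 11.7, 1.99 to 6.64 and 0.480 to 2.21 points in CG, CHG and CHH, and the window-class difference was -0.463 to 1.14 points.

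With all 6 libraries, counts were 1643 for CHG pseudogenes and, in CHH, 147 for 5' flanks, 12 for bodies, 10 for 3' flanks, 48 for pseudogenes and 3937 for TE-like segments. With all 6 libraries and the chloroplast level subtracted they were 641 for CHG bodies (385 endosperm-higher) and, in CHH, 1085 for 5' flanks, 1 for bodies, 456 for 3' flanks and 3660 for TE-like segments. With all 6 libraries and depth as a covariate they were 458 for CG bodies, 306 for CHG bodies (222 endosperm-higher) and, in CHH, 326, 180, 115 and 2631 for 5' flanks, 3' flanks, pseudogenes and TE-like segments.

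Limma on arcsine levels called 269 CG bodies, 575 CHG bodies (458 endosperm-higher), 533 CHG pseudogenes and, in CHH, 1 body, 11 3' flanks, 99 pseudogenes and 3279 TE-like segments. Limma on window means called 7435, 2225 and 6124 CG 5' flanks, bodies and 3' flanks, 4095, 587 and 2996 in CHG (bodies 413 endosperm-higher), 485 CHG pseudogenes, 72 list calls and, in CHH, 2359 5' flanks, 0 bodies (1917 at an unadjusted p under 0.05), 1247 3' flanks, 154 pseudogenes and 3513 TE-like segments. The first moderation form called 1744 CHG bodies, 142 CHH bodies and 4478 CHH TE-like segments. Flanks of 1 kb gave 1260 and 953 CHG and 477 and 216 CHH calls. With them 36 of the 50 named values kept their call. Of the 14 lost, those in CG 5' flanks were at *ALN*, *ABI3*, *FIE*, *YUC10*, *TT10*, *TT16* and *GC2*. Those in CG 3' flanks were at *RDR2*, *ADM*, *TNO1* and *WRKY58*, and those in CHG 5' flanks at *NRPB3*, *ALE2* and *CNGC3*.

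By correlation between libraries the replicate numbers did not pair all samples. Same-numbered libraries 1, 2 and 3 had correlations of 0.335, 0.318 and -0.154 in CG, 0.434, 0.335 and -0.242 in CHG and 0.552, 0.597 and -0.332 in CHH. Embryo replicates 1 and 2 correlated best with their own number in CG and CHH, and in CHG only replicate 1 did. Embryo replicate 3 correlated best with endosperm replicate 1 in each context. Embryo replicates 1 and 3 and endosperm replicate 1 also shared the steepest fall of coverage with GC. The correlations may follow this likeness of coverage, so they cannot decide on a pairing of replicates 1 and 2, which was not excluded. The replicate block gave 5323, 378 and 3701 calls in CG 5' flanks, bodies and 3' flanks, 4638, 651 (449 endosperm-higher) and 3446 in CHG, and 2827, 585 and 1877 in CHH, with 303 CHH pseudogenes and 5363 CHH TE-like segments. With all 6 libraries the replicate block gave 277 CG bodies, 2013 CG pseudogenes, 126 CHG bodies (112 endosperm-higher) and, in CHH, 3094, 245, 1959, 203 and 4517 for 5' flanks, bodies, 3' flanks, pseudogenes and TE-like segments. The block differences of mean levels were 7.18, 3.45 and 1.05 points in CG, CHG and CHH, and 7.98, 4.43 and 1.42 with all 6 libraries.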

Other observations

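The gene families in this part, and the use of endosperm replicate 3 as a check, were chosen only after the result was seen.

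Genes with a MATH domain stood out among the gene bodies with higher CHG methylation in the endosperm: 14 of 91 passed, in 5 places of the genome (two-sided Fisher's exact test, adjusted p = 1.05e-06 over 5 families). The share was 15.4% against 2.73% of other genes. Without embryo replicate 2 it was 6.59% against 1.17% (6 genes, adjusted p = 0.00376), and without endosperm replicate 2 3.30% against 0.575%, where the test was not passed (3 genes, adjusted p = 0.0818). Without endosperm replicate 1 the limma-moderated test left 73 gene bodies in all and none of this family, of the F-box genes or of the ribosomal protein genes. F-box genes passed at 33 of 651 (adjusted p = 0.00222), but at 7 without embryo replicate 2 (adjusted p = 1), 2 without endosperm replicate 2 (adjusted p = 0.994) and 21 with all 6 libraries (adjusted p = 0.058). Ribosomal protein genes passed at 1 of 344, fewer than other genes (adjusted p = 0.00222). None of them passed without embryo replicate 2 or endosperm replicate 2 either, where 324 and 160 other genes did and the test was not passed (adjusted p = 0.0957 and 0.686). AGAMOUS-like and WRKY genes, at 3 of 78 and 3 of 66, did not differ from other genes by this test (adjusted p = 0.479 for each). Neighbouring genes of a family are not independent, which the test does not take into account.

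Of the 759 gene bodies, 744 (98.0%) had a higher CHG level in endosperm replicate 3 than in each embryo library. They had been chosen against the same embryo libraries, and the share was 35.8% of the 26316 gene bodies that did not pass, and 63.6% of the 5082 of those in which endosperm replicates 1 and 2 also lay above each embryo library. Gene bodies that did not pass had a median CHG level of 0.332% in endosperm replicate 3 and 0.325% and 0.323% in replicates 1 and 2, while its chloroplast CHG level of 1.203% was the highest of the 6 libraries. At endosperm-hyper DMRs endosperm replicates 1, 2 and 3 had CG levels of 73.2%, 65.3% and 52.4%.

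The 6 libraries allow 10 splits into 3 and 3, too few for a share under 0.05. The real split was the only 1 of 10 with as many calls in CG 5' flanks (4136, highest other 0), gene bodies (1002, 3) and 3' flanks (2809, 0), in CHG 5' flanks (2864, 2), gene bodies (936, 2) and 3' flanks (1951, 5), in CHH 5' flanks (147, 74) and gene bodies (12, 5), and in CG DMRs with every library thinned (12583, 7389). In CHH 3' flanks 2 splits had as many, and the highest other gave 58 calls against 10, which points to a structure of the libraries other than tissue. In CG bodies, CHG flanks and bodies and CHH 5' flanks, the highest other split put embryo replicates 1 and 3 with endosperm replicate 1. These are the 3 shallowest libraries and the 3 that covered methylated windows more than unmethylated ones. The cause was not tested.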
